# Muscle Contraction Induces Acute Hydroxymethylation of the Exercise-Responsive Gene *Nr4a3*

**DOI:** 10.3389/fendo.2016.00165

**Published:** 2016-12-23

**Authors:** Pattarawan Pattamaprapanont, Christian Garde, Odile Fabre, Romain Barrès

**Keywords:** skeletal muscle, muscle contraction, gene expression regulation, epigenetics, DNA methylation

## Abstract

Exercise training triggers numerous positive adaptations through the regulation of genes controlling muscle structure and function. Epigenetic modifications, including DNA methylation, participate in transcriptional activation by allowing the recruitment of the transcription machinery to gene promoters. Exercise induces dynamic DNA demethylation at gene promoters; however, the contribution of the demethylation precursor hydroxymethylcytosine is unknown. Given the evanescent nature of hydroxymethylcytosine, a muscle contraction model that allows for the collection of samples that are repeatedly stimulated over time is required to determine whether contraction-induced demethylation is preceded by changes in the hydroxymethylcytosine level. Here, we established an acute skeletal muscle contraction model to mimic the effects of acute exercise on gene expression. We used this model to investigate the effect of muscle contraction on DNA demethylation and hydroxymethylation. First, we performed an acute exercise study in healthy humans to identify an exercise-responsive gene that we could study in culture. We identified the nuclear receptor subfamily 4 group A member 3 (*Nr4a3*) gene with the highest fold-expression increase after acute exercise. We then refined an electrical pulse stimulation (EPS) protocol that could induce expression of the *Nr4a3* gene in C2C12 myotubes. Using targeted bisulfite sequencing, we found that in response to EPS, a region of the *Nr4a3* promoter is rapidly demethylated at 60 min and re-methylated at 120 min. Of interest, hydroxymethylation of the differentially methylated region of *Nr4a3* promoter after EPS was elevated immediately after EPS, with lowest levels reached at 60 min after EPS. In conclusion, we have established a cell culture-based protocol to mimic the acute transcriptional responses to exercise. Furthermore, we provide insight into the mechanism by which the exercise-responsive gene *Nr4a3* is demethylated after muscle contraction.

## Introduction

Physical exercise remodels skeletal muscle structure and function through the regulation of numerous genes controlling muscle metabolism, structure, and growth (1). At the DNA level, the regulation of gene expression is orchestrated by epigenetic mechanisms that coordinate the recruitment of transcription and *cis*-regulatory factors to gene promoters (2). DNA methylation and histone acetylation constitute the two major epigenetic modifications implicated in exercise-induced gene expression. Indeed, following an acute exercise bout, histone deacetylases 4 and 5 are exported to the nuclei of the muscle fiber, which allows increased acetylation of histone proteins and subsequent relaxation of chromatin at exercise-responsive loci (3). More recently, we have shown that muscle contraction induces dramatic demethylation at promoter regions of peroxisome proliferator-activated receptor delta (*PPARD*), pyruvate dehydrogenase lipoamide kinase isozyme 4 (*PDK4*), and peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*PPARGC1A*) (4), suggesting that targeted DNA demethylation facilitates the initiation of the transcription machinery at exercise-responsive genes.

Active DNA demethylation occurs in non-dividing cell through a pathway involving the ten-eleven translocation (TET) enzymes, which catalyze several steps of the demethylation process, notably by the generation of hydroxymethyl cytosine, an intermediate for demethylation (5). To date, the effect of muscle contraction on hydroxymethylation at exercise-responsive genes is unknown. The fugacity of hydroxymethylation intermediate in the DNA demethylation process is likely to account for this lack of evidence. To address this question, a cell-based model amenable to the collection of data points at short intervals is required. Several *ex vivo* or *in vitro* models exist to study muscle contraction. Cell culture models represent the “*in vitro*” models of choice for time series investigations. Various cell culture models using electrical stimulation have been proposed (6–13); however, these models mimic long-term contraction and are aiming at inducing changes in protein abundance. Thus, they are not suitable for investigating the acute effect of muscle cell (myotube) contraction on mRNA expression.

In this study, we established an acute skeletal muscle contraction model that partly mimics the effect of exercise on gene expression. We used this model to investigate the effect of muscle contraction on DNA methylation remodeling. We refined an electrical pulse stimulation (EPS) protocol in differentiated C2C12 myotubes that we benchmarked against changes in the expression of nuclear receptor subfamily 4 group A member 3 (*Nr4a3*), a gene selected based on our observation that it shows the highest fold increase in expression after acute exercise in untrained humans. Using this assay, we provide evidence that the *Nr4a3* promoter is rapidly hydroxymethylated prior to demethylation, supporting a role for hydroxymethylation in contraction-induced DNA methylation remodeling in skeletal muscle.

## Materials and Methods

### Acute Exercise Study

Ten healthy Danish male volunteers, aged between 19 and 25 (22.6 ± 1.6) years old, were recruited to participate in the study. The participants were sedentary and had a body mass index between 19.5 and 28.5 (23.1 ± 2.8, more clinical characteristics can be found in Table S1 in Supplementary Material). All participants reported to the laboratory and completed a peak pulmonary oxygen uptake test under fasting conditions to determine their VO_2_ max. This test consisted of an incremental exercise bout to volitional fatigue on an electromagnetically braked cycle ergometer (Monark Ergomedic 839E) during which pulmonary gas exchange was measured breath-by-breath with a gas analyzing system (Oxycon Pro, Jaeger). The participants then performed an intense (80% VO_2_ max) 15-min exercise bout and skeletal muscle biopsies were collected under fasting conditions at rest (basal) and 4 h after cessation of exercise. The aerobic (rather than resistance) exercise was chosen since the literature reporting EPS model describe genes that respond to aerobic exercise (6, 12). The 4-h time point was chosen based on previous observations from our group and others, which peaked that mRNA expression is seen 3–5 h after exercise (1, 4). Biopsies were obtained from the *Vastus lateralis* muscle using the Bergström needle technique (14), and they were immediately snap-frozen in liquid nitrogen and stored at −80°C for further analysis.

This study was carried out in accordance with the recommendations of the Ethic Committee from the Capital Region of Denmark with written informed consent from all subjects. All subjects gave written informed consent in accordance with the Declaration of Helsinki. The protocol was approved by the Ethic Committee from the Capital Region of Denmark (reference H-1-2013-064).

### Total RNA Purification

Total RNA was purified from the skeletal muscle biopsy samples using an AllPrep DNA/RNA/miRNA Universal Kit (Qiagen) following manufacturer’s instructions. The quality of recovered RNA was assessed by using the Agilent RNA 6000 Nano Kit (Agilent Technologies). RNA concentration was determined by spectrophotometry using a NanoDrop 2000. After purification, RNA samples were stored at −80°C until further analysis.

### RNA Sequencing

Libraries were prepared after ribosomal RNA depletion with the TruSeq Stranded Total Sample Prep Kit with Ribo-Zero Gold (Illumina). Sequencing was done on a HiSeq 2500, single-read, 100 bp read length per lane. Reads were trimmed for adapters and low quality flanking ends using Trim Galore v0.3.7 and Cutadapt v1.4.2 (15). Pre-processed reads were mapped to the human reference genome (hg19) with tophat2 using the “--b2-very-sensitive” setting (16, 17), and gene coverages were computed with featureCounts (18) using the Gencode v19 annotation. Genes with a coverage larger than 2.5 RPKM in at least five samples were tested for differential expression with edgeR using the glmQLFit/glmQLFTest modeling framework (19).

### Cell Culture

Mouse skeletal muscle cell line C2C12 (ATCC CRL1772) were seeded into six-well plates at a density of 10^5^ cells/well, cultured in growth medium containing Dulbecco’s modified Eagle’s medium (25 mM glucose) supplemented with 10% fetal bovine serum (FBS), and 1% penicillin–streptomycin at 37°C, 5% CO_2_. After reaching ~90% confluence, differentiation was induced by switching 10% FBS to 2% horse serum. Differentiation medium was changed every day until fully differentiated myotubes were visualized under a light microscope (5–6 days).

### Electrical Pulse Stimulation

A six-well plate, containing differentiated C2C12 myotubes was connected to C-dish electrode (IonOptix). The electrical current was discharged from a carbon electrode that was immersed in 8 ml differentiation medium added 24 h before the EPS. EPS was applied by C-pace cell culture stimulator (C-pace EP, IonOptix). EPS-induced muscle contraction was validated using light microscopy. Voltage, frequency, pulse duration, and stimulation time were optimized to induce reproducible increases in mRNA expression of exercise-responsive genes (Figure 1). Cells were harvested immediately after EPS at 0, 30, 60, 120, 180, and 240 min.

**Figure 1:**
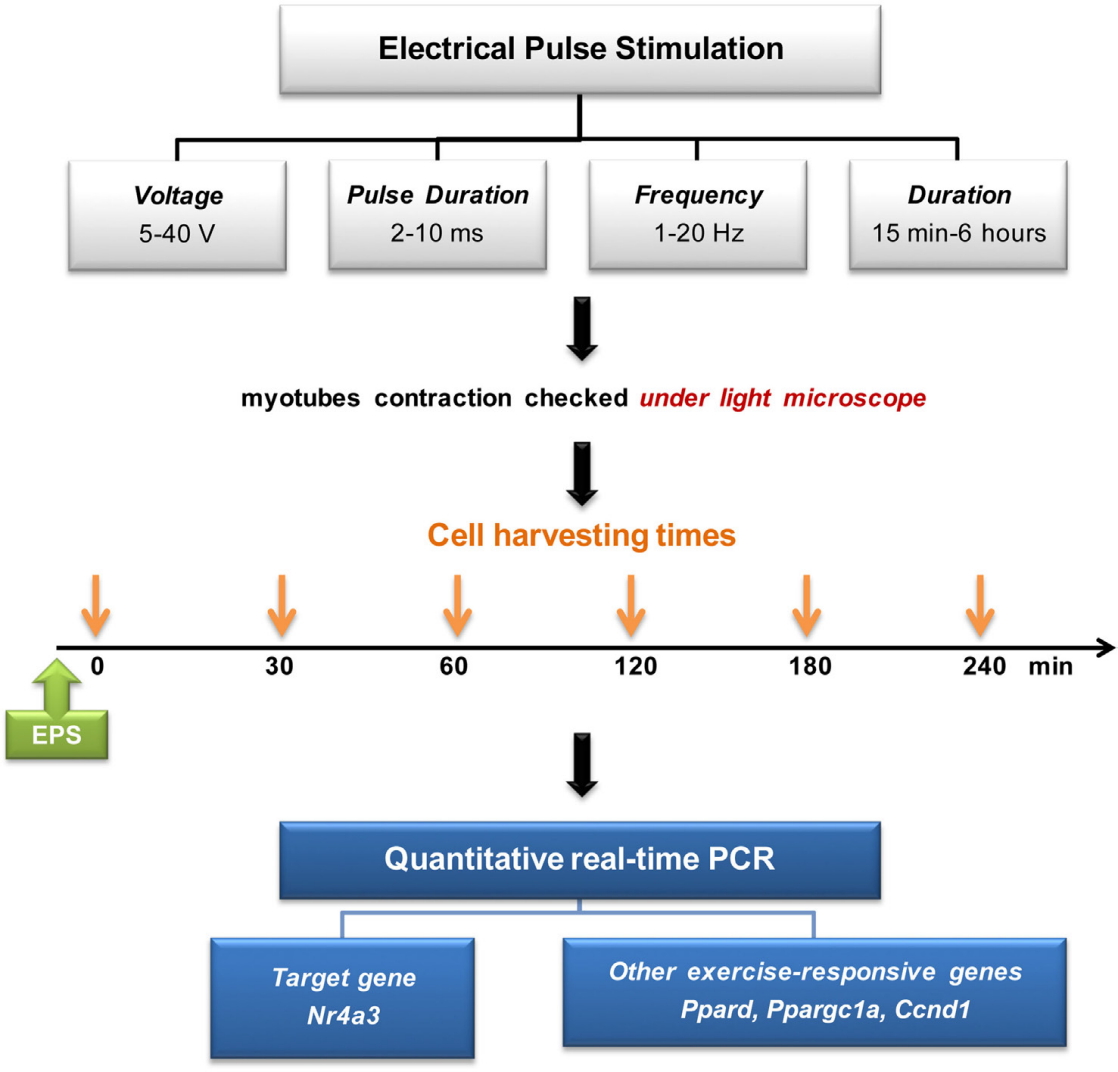
**Electrical pulse stimulation setup and experimental design**.

### Gene Expression Analysis

Total RNA was isolated from cells with TRIzol (Invitrogen) or AllPrep DNA/RNA/miRNA universal kit (Qiagen) according to the manufacturer’s instructions. RNA was converted to cDNA by iScript cDNA synthesis kit (Bio-Rad). Gene expression was determined by quantitative real-time PCR (qPCR) using Brilliant III Ultra-Fast SYBR Green Master mix (Agilent Technologies). Sequences of qPCR primers used for *Ppargc1a, Ppard, Cyclin D1* (*Ccnd1*), and *Nr4a3* genes are provided (Table S2 in Supplementary Material). mRNA expression was quantified by normalizing Ct values to cDNA amounts.

### DNA Isolation

Genomic DNA was isolated from the muscle cell cultures using an AllPrep DNA/RNA/miRNA Universal kit (Qiagen) according to the manufacturer’s instructions.

### DNA Methylation Analysis

Genomic DNA was bisulfite-converted using EZ DNA Methylation-Lightning Kit (Zymo Research) according to the manufacturer’s instructions. Bisulfite primers were designed to span the promoter region of *Ppard, Ccnd1*, and *Nr4a3* genes within −3,000 to +2,000 bp relative to transcriptional start site (TSS) (Table S2 in Supplementary Material) using MethPrimer program (20). 

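Each of the 6 bisulfite primer pairs had a single location in the GRCm38 (mm10) mouse reference around the TSS of its gene. The rest of the genome was not searched. The distal Nr4a3 amplicon lies on chromosome 4 from 48042828 to 48043025, −2325 to −2128 bp relative to the TSS at 48045153, and the annotation lists no gene there. The proximal Nr4a3 amplicon runs from 48044902 to 48045133, ending 20 bp upstream of the TSS (−251 to −20 bp). The Ppard amplicons lie on chromosome 17 from 28232426 to 28232626 (−328 to −128 bp) and from 28233446 to 28233645 (692 to 891 bp downstream of the TSS). The Ppard TSS used by the authors, 28232754, is not the start of any annotated Ppard transcript. Those starts run from 28232700 to 28232807. Ccnd1 is transcribed from the minus strand of chromosome 7 with its TSS at 144939869. Its amplicons, from 144940233 to 144940493 and from 144941274 to 144941507, therefore lie upstream of the TSS, −624 to −364 bp and −1638 to −1405 bp when the strand of the gene is counted, although the deposited table lists their positions as positive distances. The primer pair used for hydroxymethylation capture spans 48042930 to 48043087 on chromosome 4, −2223 to −2066 bp relative to the Nr4a3 TSS, so it extends past the downstream end of the distal bisulfite amplicon. The deposited table also lists Nr4a3 cytosines beyond that end. Averaged over the 18 control and 18 EPS-stimulated samples, methylation rose from 0.316% at −2154 bp, the last site between the primers, to 1.35% at −2081 bp.

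**Figure D1:**
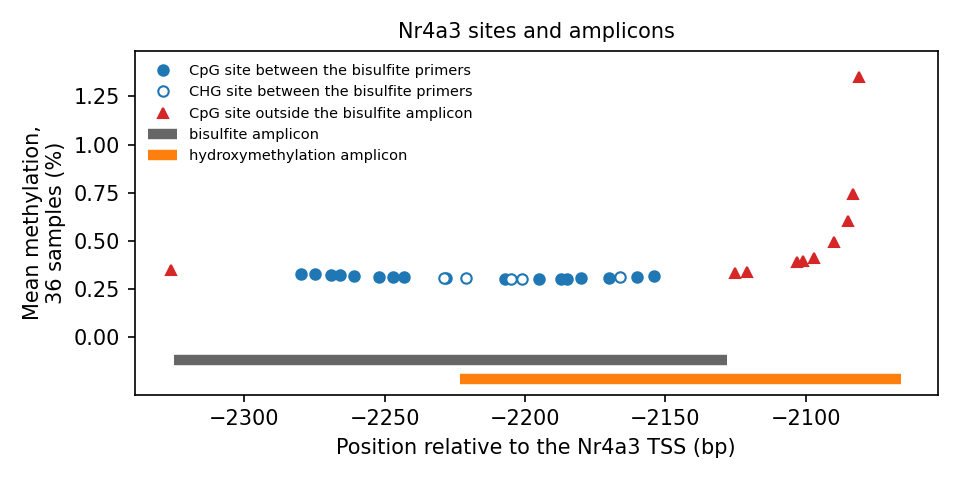
Mean methylation (%) over 36 samples of each listed Nr4a3 cytosine from −2326 to −2081 bp, against position relative to the TSS (bp), with the bisulfite and hydroxymethylation amplicons drawn as bars under the axis. Circles are sites between the bisulfite primers and triangles are sites outside the bisulfite amplicon, where values rise to 1.35%.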

All bisulfite primers were mixed at equimolar *ratio* in a multiplexed PCR reaction using 200 ng of DNA as starting material and the HotStarTaq Plus DNA Polymerase kit (Qiagen). The PCR program was run at 95°C for 5 min, 35 cycles of 94°C (1 min) 60°C (1 min) 72°C (1 min), followed by 72°C for 10 min. PCR products were purified using MinElute PCR purification Kit (Qiagen). DNA libraries were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) and sequenced on a Miseq instrument (Illumina) with 151 cycles paired-end run. After sequencing, reads were trimmed for adapters and low quality flanking ends using Trim Galore v0.3.7 and Cutadapt v1.4.2 (15). Pre-processed reads were mapped to the mm10 reference genome and DNA methylation levels quantified by Bismark v0.14.4 and Bowtie2 (21, 22).

### DNA Hydroxymethylation Analysis

DNA (1 µg) was sheared into fragments (~200–300 bp) using a Bioruptor Plus sonicator (Diagenode). Hydroxymethylated DNA was captured from 220 ng of fragmented DNA using the hydroxymethylated DNA Immunoprecipitation (hMeDIP) ChIP Kit (Abcam) according to the manufacturer’s instructions. PCR primers were designed to cover a region of *Nr4a3* promoter predetermined by DNA methylation analysis in response to EPS (Table S2 in Supplementary Material). DNA hydroxymethylation levels were determined by qPCR using Brilliant III Ultra-Fast SYBR Green Master mix (Agilent Technologies). Hydroxymethylated DNA was quantified by normalizing to total DNA input.

### Data Analysis

Data are presented as mean ± SE. Statistical analysis was performed using Graphpad Prism 6 (GraphPad Software). Two-way ANOVA was performed to determine the effect of EPS on gene expression, DNA methylation, and hydroxymethylation. When differences were statistically significant, the difference between control (non-stimulated) and EPS groups at corresponding time points was compared by an unpaired *t*-test.

## Results

### Identification of Exercise-Responsive Genes in Humans

We performed RNA sequencing on human skeletal muscle biopsies collected before and 4 h after an acute exercise bout to identify genes showing the highest transcriptional response. Analysis of differential mRNA expression showed 165 differentially expressed genes (out of 6,242 genes detected), where 72 were over-expressed and 93 were under-expressed after acute exercise (Table 1; Table S3 in Supplementary Material). The most upregulated gene was the Nuclear Receptor subfamily 4 group A member 3 (*NR4A3*) (*P* = 3.41E−08; false discovery rate = 2.51E − 05), which increased 26-fold after acute exercise. Thus, we selected *NR4A3* to benchmark a model of muscle contraction in cultured myotubes.

**Table 1:** **Genes showing highest fold upregulation after acute exercise in skeletal muscle from young healthy humans**.

Gene name	RefSeq. ID	Fold change	*P*-value	FDR
*NR4A3*	NM_173199	26.0	3.41E−08	2.51E−05
*PRKAG2*	NM_016203	6.1	5.93E−13	6.98E−09
*RTN4RL1*	NM_178568	4.3	3.08E−09	3.30E−06
*WNT9A*	NM_003395	4.2	1.09E−09	1.60E−06
*CHST15*	NM_015892	3.9	1.06E−10	2.09E−07
*FCN3*	NM_003665	3.7	1.80E−06	5.04E−04
*FKBP5*	NM_004117	3.6	4.48E−08	2.93E−05
*KCNQ4*	NM_004700	3.3	4.95E−08	3.07E−05
*PMP22*	NM_153321	3.2	5.80E−11	2.09E−07
*METTL7B*	NM_152637	3.0	0.0015	0.0801

*The top 10 genes are showed. The complete list can be found in Table S3 in Supplementary Material*.

*FDR, false discovery rate*.

### EPS Mimics the Effect of Exercise on *Nr4a3*

Electrical pulse stimulation of cultured myotubes has been described (9, 11) and used to potentiate myotube differentiation (8) and increase the expression of specific genes, notably *Ppargc1a* (6). Here, we developed a novel EPS protocol to mimic the effects of acute exercise on the expression of *Nr4a3*. We tested several EPS conditions to stimulate C2C12 myotubes with contraction (Figure 1). While an EPS protocol applying 2 ms, 30 V, and 1 Hz had no effect on *Ppargc1a* mRNA expression (Figure 2A), it consistently induced the expression of *Nr4a3* up to threefold at 60 min (Figure 2B) and also led to changes in mRNA expression of *Ppard* and *Ccnd1* (Figures 2C,D). Thus, we selected this EPS protocol to study the epigenetic response of *Nr4a3, Ccnd1*, and *Ppard* after acute contraction.

**Figure 2:**
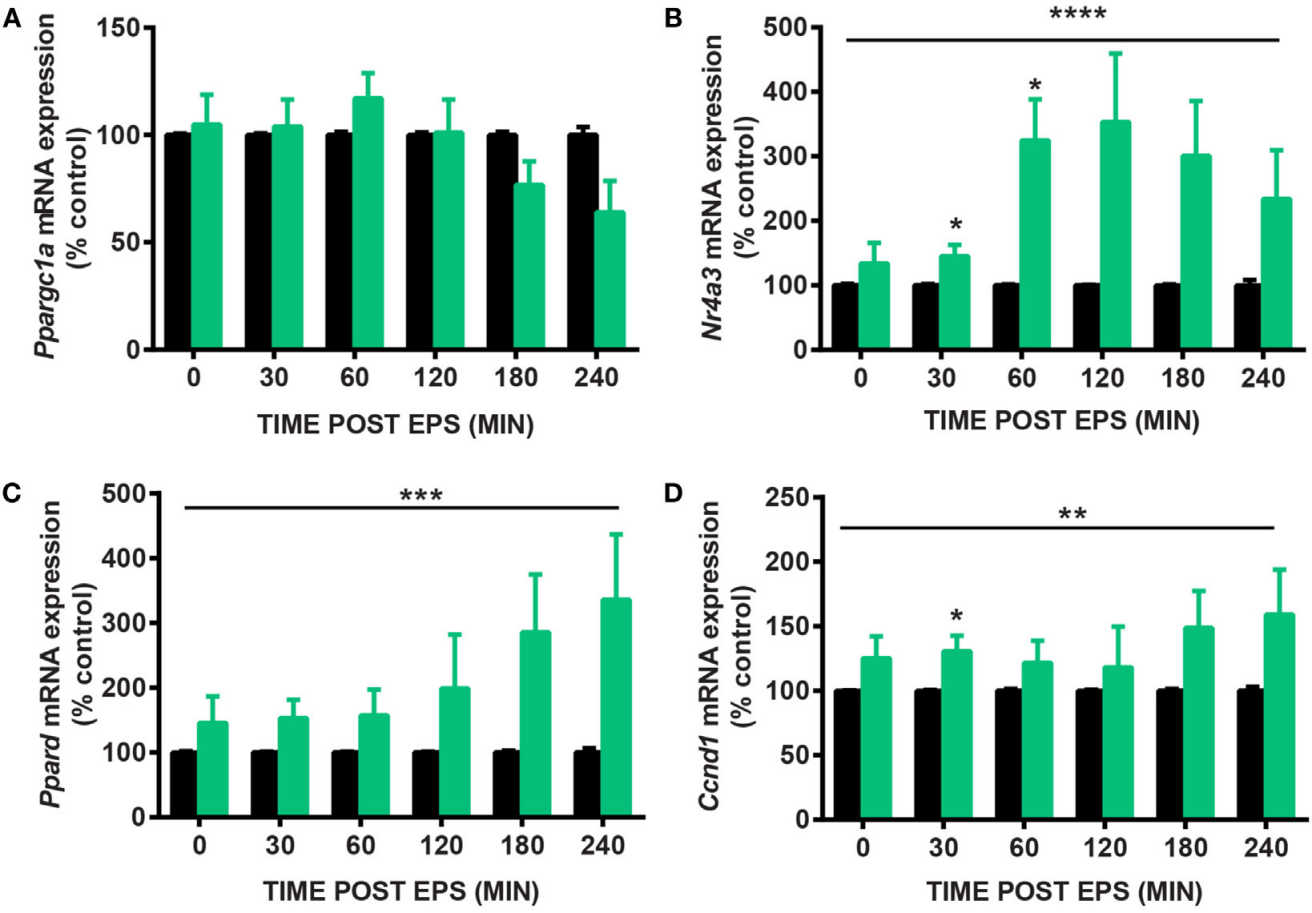
**Gene expression changes after electrical pulse stimulation (EPS) contraction**. C2C12 myotubes were subjected to EPS at 2 ms, 30 V, and 1 Hz for 30 min and harvested immediately (0), 30, 60, 120, 180, and 240 min after EPS. Quantitative real-time PCR measures of *Ppargc1a* **(A)**, *Nr4a3* **(B)**, *Ppard* **(C)**, and *Ccnd1* **(D)** are shown for unstimulated cells (CON, black bars) and EPS-stimulated cells (EPS, green bars). For each time point, EPS value is expressed as percentage of control value which is set at 100%. Data are presented for four independent experiments as mean ± SE (*P < 0.05, **P < 0.01, ****P < 0.0001 EPS-stimulated vs. control).

### EPS Induces Transient *Nr4a3* Promoter Demethylation

We used targeted bisulfite sequencing to investigate the effect of EPS on *Nr4a3, Ccnd1*, and *Ppard* methylation. 

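The bisulfite experiment comprised 36 samples of C2C12 myotubes, a mouse muscle cell line differentiated in culture. EPS-stimulated and unstimulated control cells were harvested at 0, 30, 60, 120, 180, and 240 min after EPS, with n = 3 independent experiments in each of the 12 groups. DNA was bisulfite-converted, the promoter amplicons of the 3 genes were amplified together and sequenced, and the authors quantified methylation with Bismark after mapping to mm10. The authors deposited methylation as a percent for each listed cytosine and sample. Read counts and coverage per site are not in that table, so the depth behind each value is unknown and no coverage minimum could be applied. Of the 171 listed cytosines, 141 are CpG sites and 28 are in a CHG context (a C followed by A, C, or T and then G), and 117 have a value in every sample. Values of neighbouring sites moved together across samples, with a median correlation of 0.995 between neighbours. At all 28 non-CpG sites that could be compared, the mean was within 10% of the straight line between the neighbouring CpG sites, up to a listed level of 12.9%. The values of one sample within a region are therefore not separate measurements, and by their correlation the 18 sites of the Nr4a3 region from −2201 to −2081 bp carried the information of 1.80 independent sites. For each region, the mean over its sites was taken in each sample, and EPS-stimulated and control samples of the same time point were compared with a two-sided exact permutation test, for which 3 samples against 3 allow no p under 0.1. All sites of a region were also tested together with limma's fry on log2(beta/(1 − beta)), with beta held at least 0.001 away from 0 and 1 and the spread estimated over all 36 samples, and p was adjusted by the Benjamini-Hochberg method over 6 regions and 6 time points. Unchanged data were simulated 100 times from the residuals of these samples. For each of the 3 named regions, fry then gave an adjusted p under 0.05 in 0 of 100 simulations. With all 3 regions lowered 2-fold together at 60 min, this count was 100 for the Nr4a3 and Ppard regions and 25 for the Ccnd1 region. With methylation 1.41-fold lower, it was 46 for Nr4a3, 38 for Ppard, and 1 for Ccnd1. Smaller changes were not simulated, so the power of fry to detect them is unknown.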

EPS altered the methylation status of several cytosines located in a region encompassing −2,201 to −2,081 bp relative to the TSS of the *Nr4a3* gene (Figure 3A). 

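The Nr4a3 region lies on chromosome 4 of GRCm38 from 48042952 to 48043072, upstream of the gene (Ensembl ENSMUSG00000028341.9, plus strand), and no gene is annotated there. Its plus-strand sequence of 121 bp is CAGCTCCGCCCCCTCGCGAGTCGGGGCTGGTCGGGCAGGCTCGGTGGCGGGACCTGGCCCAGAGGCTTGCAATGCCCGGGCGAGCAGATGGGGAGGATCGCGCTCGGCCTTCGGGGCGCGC, with a GC content of 76.0% and 15 CpG dinucleotides. The deposited table lists 18 cytosines in the region, of which 16 are CpG sites and 2 are in a CHG context, including the first, at −2201 bp. Of the 18 sites, 9 lie between the primers of the bisulfite amplicon and 9 lie beyond its end, and the median SD between replicates was 0.161 for the former and 0.343 for the latter on the log2(beta/(1 − beta)) scale. Methylation was low throughout. In control cells, the region mean was between 0.382% at 0 min and 0.507% at 30 min, and it did not differ between time points (permutation test, p = 0.917).

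**Figure D2:**
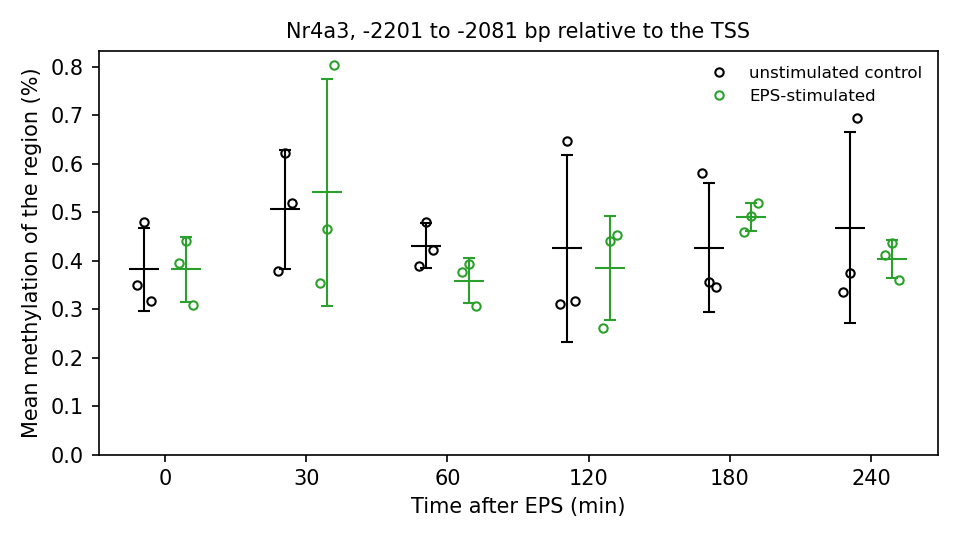
Mean methylation (%) of the Nr4a3 region at each time after EPS (min), with a circle for each sample, a horizontal mark for the mean and bars for the SD (n = 3). Control (black) and EPS-stimulated samples (green) overlap at every time point, including 60 min, where the means are 0.431% and 0.359%.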

Methylation of this region was inversely associated with *Nr4a3* mRNA expression measured 60 min after EPS, at a time point where methylation was decreased (Figures 2B and 3B). 

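At 60 min after EPS, methylation of the Nr4a3 region was 0.431% ± 0.0459 (SD, n = 3) in control cells and 0.359% ± 0.0467 (SD, n = 3) in EPS-stimulated cells. The difference was −0.0722 percentage points, a methylation ratio (EPS/control) of 0.833. The mean was lower at all 18 sites, but the samples of the groups overlapped (exact permutation test, p = 0.2), and the adjusted p from limma's fry was 0.983. With each of the 6 samples left out in turn, the difference stayed between −0.0928 percentage points (without control replicate 1) and −0.0456 (without EPS replicate 3). It moved most, to −0.252 percentage points, when each sample was centred on its mean over all sites of the 3 genes, which shifts every region at this time point by the same −0.180 percentage points. At the 9 sites between the primers, the difference was −0.0280 percentage points (exact permutation test, p = 0.4), and at the 9 sites beyond them it was −0.116 percentage points (exact permutation test, p = 0.3). Within the Nr4a3 region, the site with the smallest limma p-value at this time point was −2121 bp, beyond the primers. Its log2 difference was −0.22 (standard error 0.18, limma adjusted p = 1.00).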

Interestingly, *Nr4a3* methylation was increased at 180 min, which marks the time point where *Nr4a3* mRNA expression started to decrease (Figures 2B and 3B). 

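At 180 min, the Nr4a3 region had a methylation of 0.427% ± 0.133 (SD, n = 3) in control cells and 0.491% ± 0.0292 (SD, n = 3) after EPS, 0.0633 percentage points higher, with a methylation ratio of 1.15. The means were higher at 18 of 18 sites. The difference did not exceed the variation among the controls, which ranged from 0.346% to 0.581% (exact permutation test, p = 0.4; limma's fry, adjusted p = 0.983). It was 0.0224 percentage points without control replicate 3 and 0.14 without control replicate 1. Centred on each sample's mean over all sites, which shifts every region at 180 min by −0.109 percentage points, the difference was −0.0452 percentage points. Between the primers, control cells had 0.327% ± 0.0304 (SD, n = 3) and EPS-stimulated cells 0.334% ± 0.0258 (SD, n = 3), and beyond them the values were 0.528% ± 0.261 and 0.648% ± 0.0354. The change in the EPS effect from 60 to 180 min was 0.136 percentage points (exact permutation test of the labels of the 2 time points, p = 0.14). The smallest limma p-value in the region was at −2103 bp, where the log2 difference was 0.25 (standard error 0.24, limma adjusted p = 1.00).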

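The Ccnd1 region listed at +389 to +566 bp lies on chromosome 7 of GRCm38 from 144940258 to 144940435, where no gene is annotated. Because Ccnd1 (ENSMUSG00000070348.5) is transcribed from the minus strand, this stretch is upstream of the TSS, at −566 to −389 bp. Its sequence on the plus strand, 178 bp long, is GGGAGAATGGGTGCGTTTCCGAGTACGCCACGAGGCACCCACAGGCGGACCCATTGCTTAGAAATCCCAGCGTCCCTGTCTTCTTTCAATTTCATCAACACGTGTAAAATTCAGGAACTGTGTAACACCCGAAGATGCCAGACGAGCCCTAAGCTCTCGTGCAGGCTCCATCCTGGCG. Of the 16 listed cytosines, 12 are CpG sites and 4 are in a CHG context, and all 16 lie between the primers. At 30 min, methylation was 1.61% ± 0.372 (SD, n = 3) in control cells and 2.27% ± 0.491 (SD, n = 3) in EPS-stimulated cells, a difference of 0.656 percentage points and a methylation ratio of 1.41. The mean was higher at 10 sites and lower at 6. The highest control sample, at 2.00%, lay above the lowest EPS-stimulated sample, at 1.97% (exact permutation test, p = 0.3; limma's fry, adjusted p = 0.983). Without EPS replicate 3 the difference at 30 min was 0.373 percentage points, and against the mean of all 18 controls it was 0.288. At 60 min, the control and EPS-stimulated means were 2.01% ± 0.852 and 2.11% ± 0.632 (SD, n = 3 each), with a ratio of 1.05 (exact permutation test, p = 0.7; limma's fry, adjusted p = 0.983). At 60 min the mean was higher at 7 sites and lower at 9. Only 1 of the 3 EPS-stimulated samples had a region mean above that of the controls. The difference of 0.103 percentage points at 60 min was −0.257 without EPS replicate 1 and 0.592 without control replicate 1. The smallest limma p-values of the region were at +436 bp at 30 min, with a log2 difference of 0.84 (standard error 0.73), and at +490 bp at 60 min, with 0.84 (standard error 0.51), and the limma adjusted p was 1.00 at both.

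**Figure D3:**
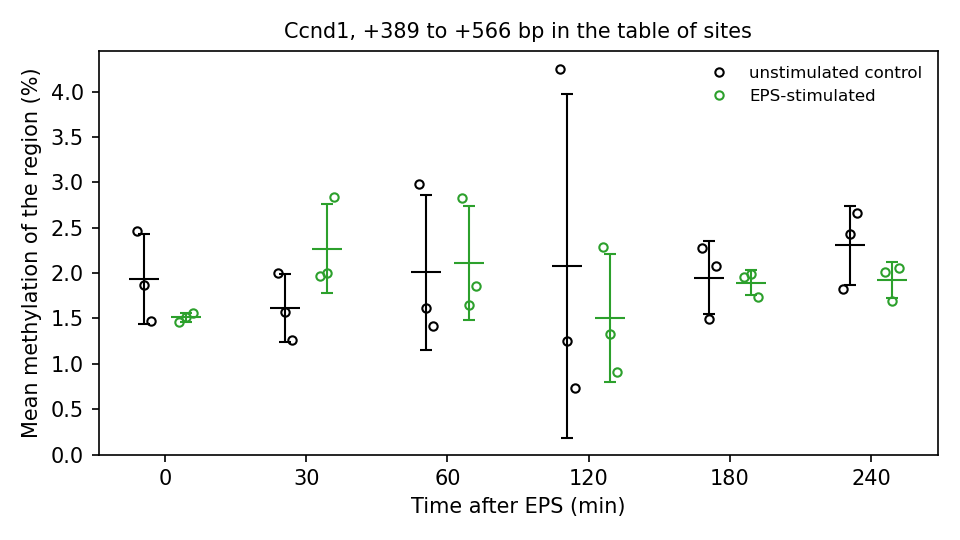
Mean methylation (%) of the Ccnd1 region against time after EPS (min). Circles are samples, horizontal marks are means and bars are the SD (n = 3), in black for control and green for EPS-stimulated cells, and the highest value, 4.24%, is a control sample at 120 min.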

EPS-induced transient methylation of the region +389 to +566 bp relative the TSS of the *Ccnd1* gene at 30 and 60 min post-EPS (Figure 3C), which was associated with elevated mRNA expression at the 30-min time point (Figure 2D), suggesting hypermethylation is secondary to gene expression. 

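At 120 min after EPS, methylation of the Ccnd1 region was 2.07% ± 1.90 (SD, n = 3) in control cells and 1.51% ± 0.709 (SD, n = 3) in EPS-stimulated cells. The difference was −0.568 percentage points and the methylation ratio was 0.726, with a lower mean at all 16 sites. The controls ranged from 0.730% to 4.24%, and the EPS-stimulated samples, from 0.905% to 2.29%, fell within that range (exact permutation test, p = 0.9). In limma's fry the direction was the opposite, up (adjusted p = 0.991). The lower mean after EPS rested on control replicate 1. Without that sample, the EPS-stimulated cells were 0.516 percentage points higher, and without control replicate 3 the difference was −1.24 percentage points. On the log2(beta/(1 − beta)) scale, which fry uses, the difference with all samples was 0.09. That value rested on control replicate 3, whose median over sites was 0%, so that beta was held at its lower limit at most sites. Its mean on this scale was −8.49. The other controls had −4.59 and −6.42, and the EPS-stimulated samples −5.55, −6.37, and −7.33. Of the 43 cytosines listed at the second Ccnd1 amplicon, 23 lie between its primers, 6 within a primer, and 14 outside the amplicon, and these 14 sites made up 87.7% of the summed methylation. Over the 43 sites, methylation at 120 min was 3.26% ± 0.231 (SD, n = 3) in control and 3.32% ± 0.204 (SD, n = 3) in EPS-stimulated cells. The ratio was 1.02 (exact permutation test, p = 0.8), while the direction in limma's fry was down (adjusted p = 0.991). The difference of 0.0606 percentage points was −0.0600 without control replicate 3, −0.0111 without EPS replicate 2, and 0.177 without EPS replicate 3. In this amplicon, replicate 3 was the lowest of its group in 12 of 12 groups and replicate 2 the highest in 10. Leaving out 1 sample of a pair therefore also moves the difference by this shift, here and at the 14 sites outside. The ratios of same-numbered samples at 120 min had a mean of 1.02 (SD 0.0219). On the log2 scale it was −0.04. At the 23 sites between the primers, control cells had 0.413% ± 0.0827 (SD, n = 3) and EPS-stimulated cells 0.384% ± 0.0432 (SD, n = 3), a difference of −0.0290 percentage points (exact permutation test, p = 0.8) that ranged from −0.0621 without control replicate 3 to 0.0174 without control replicate 2. At the 14 sites outside, the means were 8.75% ± 0.543 and 8.98% ± 0.496 (SD, n = 3 each), a difference of 0.233 percentage points (exact permutation test, p = 0.6) that ranged from −0.0641 without control replicate 3 to 0.516 without EPS replicate 3. In the Ccnd1 region, the site at +532 bp had the smallest limma p-value, with a log2 difference of −0.47 (standard error 0.42, limma adjusted p = 1.00).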

Of potential interest, a wave of demethylation on the *Ccnd1* promoter was detected at 120 min post-EPS, with mRNA expression tending to increase at the following two time points (Figure 2D). Similarly, methylation level of the *Ppard* promoter at a region of +706 to +852 bp relative to TSS was decreased at 60 min post-EPS (Figure 3D), which was followed by a progressive increase in *Ppard* mRNA expression in the following time points (Figure 2C). 

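The Ppard region from +706 to +852 bp lies in an intron of Ppard (ENSMUSG00000002250.16, plus strand) on chromosome 17 of GRCm38, from 28233460 to 28233606. Its sequence of 147 bp is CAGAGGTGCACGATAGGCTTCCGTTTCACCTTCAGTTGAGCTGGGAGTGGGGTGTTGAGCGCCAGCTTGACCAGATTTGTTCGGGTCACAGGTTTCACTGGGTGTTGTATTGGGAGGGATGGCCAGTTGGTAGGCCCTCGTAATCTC. Among the 8 listed cytosines, 5 are CpG sites and 3 are in a CHG context, and 1 lies within a primer. Methylation at 60 min was 4.85% ± 0.525 (SD, n = 3) in control cells and 4.80% ± 0.281 (SD, n = 3) in EPS-stimulated cells. The difference of −0.0518 percentage points, a ratio of 0.989, was smaller than the SD of either group (exact permutation test, p = 1; limma's fry, adjusted p = 0.991). All 8 site means were lower after EPS, while 2 of the 3 EPS-stimulated samples had a region mean above the mean of the controls. Without control replicate 3 the difference was 0.239 percentage points, and without control replicate 1 it was −0.271. At +765 bp, the site of the Ppard region with the smallest limma p-value, the log2 difference was −0.02 (standard error 0.19, limma adjusted p = 1.00). In the authors' deposited table of comparisons, the p-value for Ppard at 60 min is 0.2215, a value given for the gene and not for this region.

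**Figure D4:**
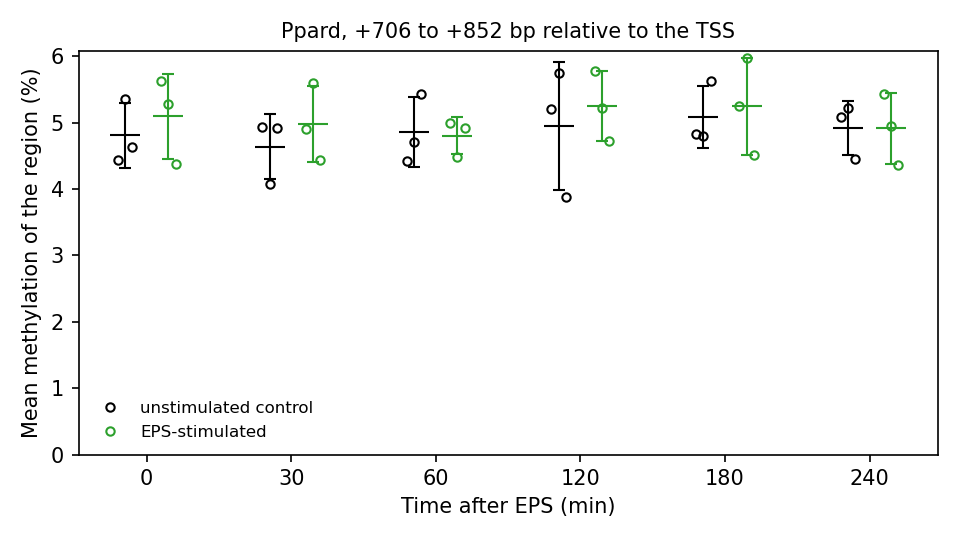
Mean methylation (%) of the Ppard region for each sample (circles) at each time after EPS (min), with the mean and SD (n = 3) of control (black) and EPS-stimulated cells (green). The groups overlap at 60 min, where the means are 4.85% and 4.80%.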

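Each of the 117 cytosines with a value in every sample was tested with limma for a difference between EPS-stimulated and control cells at each of the 6 time points. Of these 702 tests, 0 had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05, where 35.1 are expected by chance. The moderated F-test for a difference at any time point gave 0 of 117 sites with an adjusted p under 0.05 and 0 with an unadjusted p under 0.05. The 5 smallest p-values were at Ppard sites, at −211 and −235 bp at 120 min and at −194, −185, and −183 bp at 30 min. The smallest was at −211 bp, with a log2 difference of 0.99 (standard error 0.38, limma adjusted p = 1.00). When the 6 regions were compared at the 6 time points, the samples of the groups did not overlap in 1 of 36 comparisons, where chance gives 3.6.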

Our results provide evidence that EPS induces DNA methylation remodeling. Furthermore, we also show that contraction-induced DNA demethylation precedes transcriptional activation.

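Over the 6 time points together, with labels permuted within time points, the mean EPS minus control difference was −0.0132 percentage points for the Nr4a3 region (permutation test, p = 0.743), −0.112 for the Ccnd1 region (permutation test, p = 0.663), and 0.172 for the Ppard region (permutation test, p = 0.339). The sum over time points of the squared differences, which responds to changes in either direction, gave p = 0.973, 0.724, and 0.965 in the same permutation test. Gene expression was measured by quantitative PCR, and those values were not analysed here. Having set the lower methylation it reports beside the mRNA levels of each gene, for Nr4a3 at 60 min (Figure 2B), for Ccnd1 at 120 min and the time points that follow (Figure 2D), and for Ppard at 60 min and the time points that follow (Figure 2C), the paper states that demethylation comes before transcriptional activation.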

**Figure 3:**
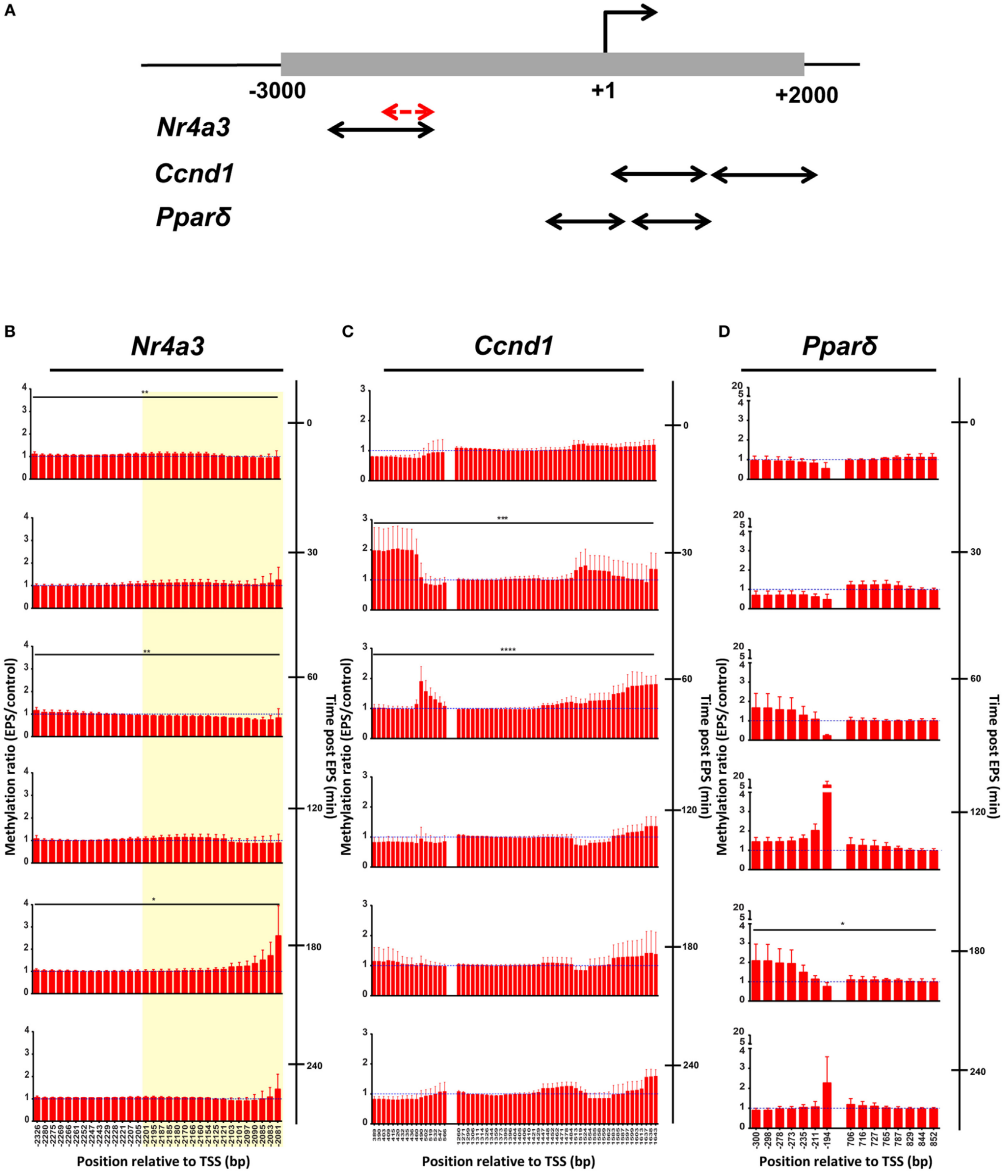
**DNA methylation is remodeled by electrical pulse stimulation (EPS) contraction**. **(A)** Schematic view of regions analyzed by bisulfite sequencing. One to two pairs of primers were designed for each gene. All primers were located within −3,000 to +2,000 bp relative to transcriptional start site (black arrows). A fraction of *Nr4a3* promoter was further selected for hydroxymethylation analysis in Figure 4 (red arrows) and highlighted in yellow area on the *Nr4a3* graph **(B)**. DNA methylation of *Nr4a3* **(B)**, *Ccnd1* **(C)**, and *Ppard* **(D)**. Methylation ratios between the unstimulated control cells and EPS-stimulated at various time points are shown. For each time point, ratio of 1 is indicated by a blue, hatched line. Data are presented for three independent experiments as mean ± SE (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 EPS-stimulated vs. control).

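Methylation ratios at the first and last site of the Nr4a3, Ccnd1, and Ppard regions were computed as the ratio of group means. At −2201 bp of Nr4a3 the ratio was 0.940 at 60 min, 1.08 at 120 min, and 1.00 at 180 min, and at −2081 bp it was 0.779, 0.714, and 1.32. The levels at −2081 bp at 180 min were 1.15% ± 1.06 (SD, n = 3) in control cells and 1.51% ± 0.202 (SD, n = 3) after EPS (exact permutation test, p = 0.7). When each EPS-stimulated sample was divided by the control sample of the same number instead, the ratio at −2081 bp at 180 min ranged from 0.600 to 5.16, with a mean of 2.61. Without control replicate 1 the ratio of group means there was 2.70, and without control replicate 3 it was 0.952. At 120 min it was 1.62 without control replicate 2, and at 60 min 1.06 without EPS replicate 3. For Ccnd1, the ratio of group means at +389 bp was 1.81 at 30 min, 0.962 at 60 min, and 0.815 at 120 min, and at +566 bp it was 0.904, 1.06, and 0.728. The ratio at +389 bp at 120 min was 2.68 without control replicate 1, 0.434 without EPS replicate 1, and 1.49 on the log2(beta/(1 − beta)) scale. Without control replicate 1, the ratios at +389 bp at 60 min and +566 bp at 120 min were 1.37 and 1.08. At +389 bp at 30 min the levels were 1.96% ± 0.385 and 3.53% ± 1.57 (SD, n = 3 each; exact permutation test, p = 0.1). For Ppard at 60 min, the ratio was 0.998 at +706 bp and 0.981 at +852 bp. Of the 14 ratios, 11 moved to the other side of 1 when a single sample was left out. In the authors' deposited table of comparisons, 7 of 18 p-values for a gene and time point are under 0.05, among them 0.001 for Nr4a3 at 60 min, 0.0149 for Nr4a3 at 180 min, and 0.0036 for Ccnd1 at 120 min. For Nr4a3 at 120 min, the authors' p-value is 0.4647.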

### EPS Rapidly Increases Hydroxymethylation of the *Nr4a3* Promoter

Given that EPS induced robust change in mRNA expression and demethylation of the *Nr4a3* gene, we investigated the amount of the demethylation precursor hydroxymethylcytosine in the region −2,201 to −2,081 bp relative to the TSS of *Nr4a3*. We used hydroxymethylcytosine capture followed by quantitative PCR to gain further insight into the potential mechanisms by which EPS-induced myotube contraction induces *Nr4a3* demethylation. We detected a threefold increase in hydroxymethylation levels of *Nr4a3* immediately after EPS-induced contraction (0 min time point, Figure 4). This increase was transient, with the hydroxymethylation level restored to the baseline level by 30 min and further decreased at the 60 and 120 min time points (Figure 4). As the methylation level corresponding to this region was decreased at 60 and 120 min (Figure 3A), our results strongly suggest that contraction-induced *Nr4a3* promoter demethylation occurs through intermediate hydroxymethylation.

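At 120 min after EPS, the same Nr4a3 region had a methylation of 0.426% ± 0.193 (SD, n = 3) in control cells and 0.386% ± 0.107 (SD, n = 3) in EPS-stimulated cells. The region mean was lower by 0.0400 percentage points, with a ratio of 0.906. This was within the variation between replicates (exact permutation test, p = 0.8). The direction in limma's fry was the opposite, up (adjusted p = 0.983). The mean was lower at 7 of the 18 sites and higher at 11. One control sample, replicate 2, had 0.648%, and without it the difference was 0.0712 percentage points. The median over sites was 0.0198 percentage points higher after EPS. All 9 sites between the bisulfite primers were higher in EPS-stimulated cells, with a mean difference of 0.0308 percentage points (exact permutation test, p = 0.5), and 7 of the 9 sites beyond them were lower, with −0.111 percentage points (exact permutation test, p = 0.8). At −2180 bp, which had the smallest limma p-value of the region, the log2 difference was 0.18 (standard error 0.13, limma adjusted p = 1.00).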

**Figure 4:**
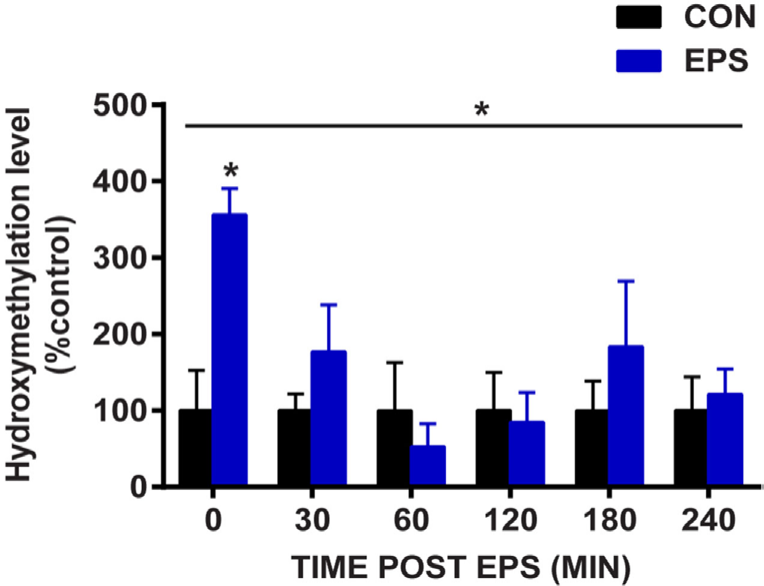
**Electrical pulse stimulation (EPS) increases hydroxymethylcytosine levels in *Nr4a3* promoter**. DNA from unstimulated cells (CON, black bars) or subjected to EPS (EPS, blue bars) was analyzed for hydroxymethylation at a specific region of *Nr4a3* (schematized in Figure 3A, red arrows) using hydroxymethylcytosine capture followed quantitative real-time PCR. For each time point, EPS value is expressed as percentage of control value which is set at 100%. Data for three independent experiments are presented as mean ± SE (*P < 0.05 EPS-stimulated vs. control).

## Discussion

We identified *NR4A3* as an exercise-responsive gene showing the highest fold change in mRNA expression using RNASeq of skeletal muscle biopsies collected from healthy untrained men after acute exercise. The *Nr4a3* gene has previously been associated with enhanced metabolic function and endurance capacity (23). Consistent with our RNASeq data, *NR4A3* has previously been reported to show the highest fold change in mRNA level in response to acute exercise (24, 25). In addition, *Nr4a3* expression is increased in mouse skeletal muscle immediately after exercise or in response to two different types of exercise in combination with electrical stimulation (26). Based on these data, we established an EPS-based model of muscle contraction to mimic the effect of muscle contraction on the *Nr4a3* gene.

Using an EPS protocol mimicking the effect of exercise in cultured muscle cells, we performed time course experiments and quantified gene expression of exercise-responsive genes. EPS altered mRNA level of *Ccnd1* and *Ppard*, two genes respectively involved in muscle growth and metabolism and previously shown to be induced by muscle contraction (27, 28). In contrast, our EPS protocol failed to induce *Ppargc1a* mRNA expression although several studies including one from our group have reported that *Ppargc1a* expression is increased after a single bout of exercise (4, 25, 28, 29). The lack of response for *Ppargc1a* gene in our hands is likely due to the nature of the contraction protocol, as previous reports show *Ppargc1a* gene expression is induced by slow-type tetanic contraction (30). Conversely, an EPS protocol of 1 ms, 14 V, and 50 Hz at 1-s trains/1-s pauses on C2C12 induced *Ppargc1a* gene expression after 24 h, but not in cells stimulated for less than 90 min (6). Likewise, EPS contraction at 2 ms, 14 V, and 5 Hz of primary human myotubes induced *PPARGC1A* gene expression after 24 h, but failed to elicit changes after 2, 4, or 8 h of stimulation (12). Collectively, these data suggest that our EPS model can mimic some, but not all the features of muscle contraction *in vivo*. As exercise triggers several distinct intracellular events including calcium release or variations of the redox state that coordinate gene expression, the lack of gene expression response after EPS may be due to a lower magnitude in one particular intracellular signal or the absence of specific signals targeting a specific class of genes.

Exercise is associated with remodeling of the DNA methylation profile of several genes involved in glucose and lipid metabolism in skeletal muscle (4). Using our EPS protocol in cultured myotubes, we confirm that contraction alters DNA methylation status at promoter regions of specific genes. Depending on the type of assay used to detect DNA methylation, a loss in DNA methylation can be caused by a true demethylation or, by an additional modification on the methylated cytosine that escape detection. For example, DNA methylation capture assays relying on antibodies targeting 5-methylcytosine (MeDIP) would fail to distinguish between demethylation and hydroxylation of methylated cytosine. Bisulfite sequencing relies on the property of sodium bisulfite to convert unmodified cytosine to uracil and therefore, unlike MeDIP, can be used to detect true cytosine demethylation. Thus, in this study, we used bisulfite sequencing as a direct measure of DNA methylation. Our results provide evidence that EPS-stimulated myotube contraction induces active demethylation on the promoter of *Nr4a3, Ccnd1*, and *Ppard*. Using hydroxymethylation capture, we reveal that hydroxymethylcytosine levels are elevated immediately after EPS, with lowest levels observed 60 min thereafter, corresponding to a time point where demethylation has peaked. Active demethylation occurs through two distinct steps: the first step involves oxidative modifications of methylated cytosines to hydroxymethylcytosines by the TET enzymes and the second step corresponds directly to demethylation, where modified cytosines are replaced by cytosines by the base-excision repair machinery (31). Although we did not establish a direct relationship between methylated cytosine hydroxylation and DNA demethylation, our results support the notion that EPS contraction activates a TET enzyme and this leads to a hydroxymethylation-based demethylation of exercise-responsive genes.

Skeletal muscle contraction generates intracellular metabolites that may participate in demethylation of gene promoters (2). This hypothesis is supported by the recent observation that the intermediate metabolite of the Krebs cycle, alpha-ketoglutarate (aKG), a catalytic activator of the TET enzymes (31), is implicated in brown adipocyte differentiation through demethylation of the master regulator of brown adipocyte differentiation *Prdm16* (32). In addition, activation of the AMP kinase by the pharmacological agent AICAR increases levels of aKG and this is associated with demethylation of *Prdm16* (32). Thus, AMP kinase activation and fuel utilization during active muscle contraction could change the intracellular availability of aKG, which could in turn regulate TET-dependant DNA demethylation of exercise-responsive genes. Other intracellular metabolites could also participate in contraction-induced demethylation. For instance, intracellular availability of the antioxidant Vitamin C, an allosteric activator of TET enzymes (33), is likely to be influenced by contraction-induced changes in the redox state and may thereby modulate TET enzyme activity. Dietary interventions and metabolomic studies are warranted to assess the potential role of metabolite changes during muscle contraction and the effect of these metabolites on the epigenetic remodeling of exercise-responsive genes.

In conclusion, we have established an EPS model to further explore DNA demethylation after muscle contraction. We identified acute increase in hydroxymethylation levels followed by demethylation of the *Nr4a3* promoter and proposed a role of DNA demethylation in the control of gene expression after exercise. Understanding how exercise orchestrates gene expression changes may provide therapeutic entry points for a plethora of age-related and metabolic diseases.

## Data Availability

Bisulfite-Seq and RNA-Seq data are deposited in the NCBI Gene Expression Omnibus database with the accession number GSE87749.

## Author Contributions

RB was the guarantor of this work and, as such, had full access to all the data in the study, and took responsibility for the integrity of the data and the accuracy of the data analysis. RB and PP contributed to the study design; PP and OF contributed to data acquisition; PP, CG, OF, and RB contributed to data analysis. All the authors contributed to data interpretation and manuscript drafting and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Muscle Contraction Induces Acute Hydroxymethylation of the Exercise-Responsive Gene Nr4a3
**Source:** Front Endocrinol (Lausanne). 2016 Dec 23;7:165. doi: 10.3389/fendo.2016.00165
**Supplement:** Supplementary file 1

**Supplementary Table 1:** Clinical characteristics of the participants.

| **n = 10** | **Mean** | **SD** |
| --- | --- | --- |
| Age | 22.6 | 1.6 |
| Weight (kg) | 79.2 | 14.5 |
| Height (cm) | 185 | 9 |
| Body mass index (kg/m^2^) | 23.1 | 2.8 |
| Waist circumference (cm) | 87 | 7 |
| Hip circumference (cm) | 94 | 6 |
| Waist/Hip *ratio* | 0.92 | 0.03 |
| VO_2_max (ml O_2_/min/kg) | 45.47 | 5.13 |
| Plasma glucose level (mmol/L) | 4.83 | 0.41 |
| Plasma insulin level (mmol/L) | 57.20 | 20.16 |
| HOMA-IR | 2.08 | 0.88 |
| C-reactive protein (mg/L) | 1.5 | 0.8 |
| Triglycerides (mmol/L) | 1.03 | 0.37 |
| Total cholesterol (mmol/L) | 4.29 | 0.69 |
| HDL-chol (mmol/L) | 1.38 | 0.24 |
| LDL-chol (mmol/L) | 2.34 | 0.52 |

# Supplementary material for: Muscle Contraction Induces Acute Hydroxymethylation of the Exercise-Responsive Gene Nr4a3
**Source:** Front Endocrinol (Lausanne). 2016 Dec 23;7:165. doi: 10.3389/fendo.2016.00165
**Supplement:** Supplementary file 2

**Supplementary Table 2:** Sequences of primers used for gene expression analysis (qPCR primers) bisulfite sequencing (bisulfite primers) and hydroxymethylcytosine capture-PCR (OHCH_3_-PCR primers).

| **Gene Name** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
|  |  |  |
| **qPCR primers** |  |  |
| ***Nr4a3*** | AGCTGGGCAGAAAAGATCCC | AAGGCACTGAAGTCGATGCA |
| ***Ppard*** | CCCCGGAGCTCAATGGGGGA | GGTCCAGCAGGGAGGAAGGGG |
| ***Ccnd1*** | CTGCCGAGAAGTTGTGCATC | GCCAGGTTCCACTTGAGCTT |
| ***Ppargc1a*** | ACCAGTACAACAATGAGCCTGCGA | TCCAGTGTCTCTGTGAGAACCGC |
|  |  |  |
| **Bisulfite-primers** |  |  |
| ***Nr4a3*** | GAAGTTTTAGGGTTGGGGTT | CCTCTCCATAAAATACCTAAAATAC |
|  | GGGGTAGTTGTTGTTGTATTTATGAT | CATTACAAACCTCTAAACCAAATCC |
| ***Ppard*** | TTGTATTAGATGATTTTTATTTTTTTT | CCTAAAACCACTCCTTTAACAACC |
|  | GTTTGAGGAGAATTTAGAGGTGTA | AAAATCAACAAACTCATAAAAAAAA |
| ***Ccnd1*** | TTTGGTTAGGTTAGTTTGTTTAGTT | AAACAATAATTCCACTATAACTCC |
|  | AGGTTGGGGATTTTTTAAAGTTTAG | TACAAAAACACCCTATTCTTAAACC |
|  |  |  |
| **OHCH_3_-PCR primers** |  |  |
| ***Nr4a3*** | CTCAGGAAGTGGTGGCCG | CGCTGCCTGGGGTGC |

How the deposited data were processed for this re-analysis (not part of the article)

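Methylation was measured by targeted bisulfite sequencing in 36 samples of C2C12 myotubes, 3 control and 3 EPS-stimulated samples at each of 6 time points (0, 30, 60, 120, 180, and 240 min). The pulses of the selected protocol were 2 ms at 30 V and 1 Hz for 30 min. Conditions and replicate numbers were taken from the sample labels and checked against the article. One control sample at 0 min is given replicate 2 in its replicate field and 3 in its title, and the title was used.

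The authors trimmed the reads with Trim Galore and Cutadapt, mapped them to mm10 with Bismark and Bowtie2, and deposited methylation in percent for each listed cytosine and sample, without read counts or coverage. The depth and the precision it gives are therefore unknown, and alternatives with a coverage minimum could not be run. The percent values vary smoothly along each amplicon (the article's text does not describe a smoothing step), so each may draw on reads of neighbouring sites. The authors also deposited a table with 1 p-value per gene and time point for EPS-stimulated against control cells. Those p-values are quoted only where they are named as the authors'.

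Positions were computed from the TSS coordinates in the deposited table, and sequence, cytosine context, and annotation were read from the GRCm38 reference and its gene annotation. Distances in the deposited table are genome coordinates minus the TSS, so for Ccnd1, on the minus strand, positive distances lie upstream of the gene. Primers were matched to the bisulfite-converted reference around the TSS of their gene to place each amplicon, and matches elsewhere in the genome were not sought. Of 171 listed cytosines, the 117 with a value in all 36 samples entered the models, which need complete values, and 106 of these sites are drawn in Figure 3.

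The main measures were the mean methylation over the sites of a region in each sample, the difference between EPS-stimulated and control means of the same time point in percentage points, and the ratio of these means. The tests were an exact permutation test on the region means (10 splits of 6 samples, smallest p 0.1), fry of limma 3.58.1 in R 4.3.3 on log2(beta/(1 − beta)) with beta held at least 0.001 away from 0 and 1, limma with eBayes for single sites, a moderated F-test over the 6 time points, and a stratified permutation test with 100000 resamples over the 6 time points. All tests were two-sided. The model had 12 group means and no block, with 24 residual degrees of freedom. Adjustment was by the Benjamini-Hochberg method, over 36 region tests or 702 site tests. Computations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3.

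The models were tested on simulated data in which residuals of whole samples were drawn with replacement around the control means and methylation of 42 sites in the Nr4a3, Ccnd1, and Ppard regions was lowered at 60 min. With no change, 4 of 100 simulations had any site with an adjusted p under 0.05. With a log2 shift of 1, a mean of 21.7 of the 42 changed sites and 1.50 other site tests were called. With a shift of 0.5, fry called the Nr4a3 region in 46, the Ccnd1 region in 1, and the Ppard region in 38 of 100 simulations.

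The named regions are those the article names, together with the other amplicons drawn in Figure 3. Single sites are named where they are the first or last site of a named region, where the article singles them out, where they had the smallest limma p-value of the region at a time point of a claim, or where they were among the 5 smallest p-values overall. The alternatives were another scale, the median over sites, trimmed amplicon ends, centred samples, all 18 controls as the reference, a replicate block, only the samples of the time point, every site and sample as a separate observation, estimated sample weights, other limits on beta, a mean-variance trend, and each replicate or time point left out in turn. These choices, the designs, and the rule for named sites were fixed before the data were examined. Restricting the sites to those between the primers, to CpG sites, or to those drawn in Figure 3 was chosen after seeing the data. Quantitative PCR, hydroxymethylation capture, and RNA-Seq of human muscle were not analysed here.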

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

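Of 90 comparisons of the EPS effect between 2 time points (6 regions and 15 pairs of time points, two-sided exact permutation of the labels within the 2 time points), 2 had p under 0.05, where 4.5 are expected by chance, and 0 had an adjusted p under 0.05. The tests of where these differences came from were chosen after the result was seen.

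The first Ppard amplicon was compared at its 7 drawn sites, on chromosome 17 from 28232454 to 28232560. The listed sites from −185 to −155 bp, also between its primers, are not drawn and were left out of the mean. EPS minus control over the 7 sites was −2.65 percentage points at 30 min and 1.49 at 120 min. The change of 4.14 percentage points between the time points had an exact permutation p of 0.02 (adjusted p = 0.99). Control methylation was 6.50% ± 2.88 (SD, n = 3) at 30 min, the highest of the 6 time points, and 3.16% ± 0.735 at 120 min, while EPS-stimulated cells had 3.86% ± 0.923 and 4.65% ± 0.457. The control samples accounted for 80.8% of the change. Without control replicate 3 at 30 min, which had 9.66%, the change was 2.56 percentage points. The number of such differences, 2 of 90, does not exceed chance, and a shift of the control samples at 30 min is a candidate explanation that also has the values it needs. Against the mean of all 18 controls, EPS-stimulated cells differed by −0.126 percentage points at 30 min and 0.671 at 120 min. An effect of EPS that depends on time stays open. The EPS-stimulated samples alone differed by 0.797 percentage points between the 2 time points (exact permutation test, p = 0.3). Depth could not be weighed because coverage is unknown.

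In the Ccnd1 region, EPS minus control was 0.656 percentage points at 30 min and −0.385 at 240 min, a change of −1.04 percentage points (exact permutation test, p = 0.045, adjusted p = 0.99). It also counts among the 2 of 90 differences that chance alone may give. The control samples rose by 0.692 percentage points and accounted for 66.5% of the change, and the EPS-stimulated samples fell by 0.349. Against the mean of all 18 controls, the differences were 0.288 percentage points at 30 min and −0.0607 at 240 min. Neither part separated the time points (exact permutation test, p = 0.2 for the controls and 0.6 for the EPS-stimulated samples). A shift of the controls and a time-dependent effect of EPS therefore cannot be told apart with 3 samples in each group. With each of the 12 samples left out in turn, the change stayed between −1.28 and −0.758 percentage points.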

How the results depend on the processing

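Across 11 region results and the alternatives that use it, the adjusted p of limma's fry was at least 0.427. With every site and sample as a separate observation, 5 of the 11 had an adjusted p under 0.05. These were the Nr4a3 region at 60 min (−0.0722 percentage points, adjusted p = 0.0239), the Ccnd1 region at 30 min (0.656, adjusted p = 0.00274) and 240 min (−0.385, adjusted p = 0.0218), and the first Ppard amplicon at 30 min (−2.65, adjusted p = 0.0215) and 120 min (1.49, adjusted p = 0.000161). That setting counts correlated sites of a sample as if they were replicates.

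The direction held in all 17 alternatives for each of these 5 results and in 16 of 17 for the Nr4a3 region at 180 min. Some of these could not change it. The replicate block, only the samples of the time point, and every site as a separate observation leave the difference as it is. So do sites between the primers for the Ccnd1 region and the first Ppard amplicon, and CpG sites for the latter. The size did not hold. The Nr4a3 region at 60 min ranged from −0.252 to −0.0280 percentage points. With all 18 controls as the reference, the first Ppard amplicon changed from −2.65 to −0.126 at 30 min and from 1.49 to 0.671 at 120 min, and the Ccnd1 region from 0.656 to 0.288 at 30 min and from −0.385 to −0.0607 at 240 min. Centring each sample subtracts 1 value per sample and so moves all 6 regions of a time point alike, by −0.180 percentage points at 60 min, −0.176 at 120 min, and −0.109 at 180 min. By this common shift, the Nr4a3 region at 180 min became −0.0452, the Ccnd1 region at 60 min −0.0774, and the second Ccnd1 amplicon at 120 min −0.115, which says nothing about these regions themselves. Centring also gave the −0.252 of the Nr4a3 region at 60 min, and the other alternatives in percentage points stayed between −0.0928 and −0.0280. The median over sites turned the Nr4a3 region at 120 min to 0.0198 and the Ppard region at 60 min to 0.0105. Sample weights, whose estimation stopped before its tolerance was reached, turned the Ccnd1 region at 60 min to −0.216 and the Ppard region at 60 min to 0.0873. The log2(beta/(1 − beta)) scale turned the Ccnd1 region at 120 min to 0.0853 and the second Ccnd1 amplicon at 120 min from 0.0606 percentage points to −0.0440 on that scale. In the Ccnd1 region, control replicate 3 at 120 min had most sites at the lower limit of beta. Sites between the primers, a set chosen after seeing the data, gave 0.0308 for the Nr4a3 region and −0.0290 for the second Ccnd1 amplicon at 120 min. Apart from centring, the cause of these changes was not tested.

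With each replicate of a group left out in turn, the Nr4a3 region at 120 min ranged from −0.0974 to 0.0712 percentage points, and it was higher after EPS without control replicate 2 (0.0712) or EPS replicate 1 (0.0217). At 180 min it ranged from 0.0224 without control replicate 3 to 0.14 without control replicate 1. The Ccnd1 region at 30 min ranged from 0.373 without EPS replicate 3 to 0.852 without control replicate 1, and at 240 min from −0.625 without control replicate 1 to −0.205 without control replicate 3. At 60 min it ranged from −0.257 to 0.592 and was lower without control replicate 2 (−0.0922), control replicate 3 (−0.191), or EPS replicate 1 (−0.257). At 120 min it ranged from −1.24 to 0.516 and was higher only without control replicate 1. The second Ccnd1 amplicon at 120 min ranged from −0.0600 without control replicate 3 to 0.177 without EPS replicate 3, and was also lower without EPS replicate 2 (−0.0111). Its range includes the shift by replicate number described below. The Ppard region at 60 min ranged from −0.271 to 0.239 and was higher without control replicate 3 (0.239) or EPS replicate 2 (0.109). The first Ppard amplicon at 30 min fell from −2.65 to −1.07 percentage points without control replicate 3.

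For single sites, 0 had an adjusted p under 0.05 at any time point in the main setting and in 15 alternatives. Between 0 and 27 of the tests had an unadjusted p under 0.05, most without replicate 2. The F-test gave 0 sites in 13 alternatives, with up to 6 sites at an unadjusted p under 0.05.

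The mean difference over the 6 time points reversed direction in 18 of 87 alternatives over the 6 regions, and its adjusted p was never under 0.145 in the main setting or an alternative where it was computed. The median over sites gave 0.0124 percentage points for the Nr4a3 region and 0.00698 for all drawn Nr4a3 sites. The log2 scale gave 0.00346 and 0.0225, and sites between the primers 0.0154 and 0.0117. Centring gave 0.00491 for all drawn Nr4a3 sites, and leaving out 60, 120, or 240 min gave 0.00371, 0.000204, and 0.00232. Leaving out 60, 120, or 180 min turned the first Ppard amplicon from 0.0359 to −0.135, −0.256, and −0.181. With 1 replicate left out in all groups, the mean difference ranged from −0.0311 to 0.00416 in the Nr4a3 region, from −0.0128 to 0.00620 over all drawn Nr4a3 sites, from −0.278 to 0.105 in the Ccnd1 region, and from −0.513 to 0.923 in the first Ppard amplicon. In the Ppard region it ranged from 0.000372 without replicate 1 to 0.390 without replicate 3, against 0.172 with all samples. In the second Ccnd1 amplicon it ranged from 0.0100 without replicate 2 to 0.0878 without replicate 1, against 0.0575. Without replicate 3, the Ppard region's 0.390 percentage points had a permutation test p = 0.0241 (adjusted p = 0.145). The first Ppard amplicon then had 0.923 (permutation test, p = 0.0498, adjusted p = 0.149).

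With the replicate number as a block, region differences were the same by construction (−0.0722 percentage points for the Nr4a3 region at 60 min) and 0 sites had an adjusted p under 0.05, with 9 at an unadjusted p under 0.05. No call changed with it. Of 18 same-numbered pairs of an EPS-stimulated and a control sample, 9 had a correlation of their deviations over all sites above 0.1 (range −0.801 to 0.922), and all 3 pairs at 120 min did. A shared shift by number was clearest in the second Ccnd1 amplicon, where replicate 3 was the lowest of its group in 12 of 12 groups and replicate 2 the highest in 10, against 4 by chance (permutation of the numbers within groups, p = 1e-05, the smallest that 100000 permutations give, adjusted p = 6e-05 over 6 regions). The same permutation test, chosen after seeing the data, gave p = 0.0177 for the Ccnd1 region (adjusted p = 0.0532) and adjusted p = 0.238 for the other 4. The mean difference of the second Ccnd1 amplicon over the 6 time points, 0.0575 percentage points, had a permutation p of 0.461 without and 0.115 with the block. The shift by number was clearest at the 14 of its 43 sites outside the amplicon. Replicate 3 was lowest there in 12 of 12 groups and replicate 2 highest in 11. At the 6 sites within a primer, replicate 3 was lowest in 9 of 12 groups and replicate 2 highest in 9. At the 23 sites between the primers, replicate 3 was lowest in 7 of 12 groups and replicate 2 highest in 5. Coverage minimums of 30 and 100 reads were not run because coverage is not given, and this limits every result, since sampling error of single values cannot be separated from variation between cultures.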

Differences from the paper's values

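At −2081 bp of Nr4a3 at 180 min, the ratio of group means was 1.32, and the paper's methylation ratio is about 2.6 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, the mean of the ratios of same-numbered samples (2.61, the pairing of the replicate block), the log2 scale (1.86), and leaving out control replicate 1 (2.70) came within 1.5 times of that value. All the samples of the 18 controls as the reference (1.05), sample weights (1.02), only the 6 samples of the time point (1.32), and leaving out control replicate 2 (1.16) or 3 (0.952) or EPS replicate 1 (1.37), 2 (1.21), or 3 (1.37) did not.

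The paper states that methylation of the Nr4a3 region fell at 60 min and rose at 180 min, that methylation of the Ccnd1 region rose at 30 and 60 min, and that the Ccnd1 promoter was demethylated at 120 min. The differences of the region means here have those directions in the Nr4a3 and Ccnd1 regions. None had an adjusted p under 0.05 with limma's fry (0.983 to 0.991). Its direction for the Ccnd1 region at 120 min was up, on a scale where control replicate 3 had most sites at the lower limit of beta. Over the 43 sites drawn at the second Ccnd1 amplicon the ratio at 120 min was 1.02, and at the 23 of them between its primers it was 0.93. With every site and sample as a separate observation, an alternative set before the data were examined, the Nr4a3 region at 60 min (adjusted p = 0.0239) and the Ccnd1 region at 30 min (adjusted p = 0.00274) were called, and the Nr4a3 region at 120 min (adjusted p = 0.722) and 180 min (adjusted p = 0.313), the Ccnd1 region at 60 min (adjusted p = 0.725) and 120 min (adjusted p = 0.264), the second Ccnd1 amplicon at 120 min (adjusted p = 0.387), and the Ppard region at 60 min (adjusted p = 0.897) were not.

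The paper states in its results that methylation of the same Nr4a3 region was also lower at 120 min. Its abstract instead describes the promoter region as re-methylated at 120 min. The region mean was lower by 0.0400 percentage points here, with 11 of 18 sites higher after EPS. The paper states that the Ppard region lost methylation at 60 min, and the ratio here was 0.989. The paper gives the Ccnd1 region as downstream of the TSS, and counted along the strand of the gene it lies at −566 to −389 bp, upstream.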

Other observations

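The tests in this part were chosen after the results were seen, with these exceptions. The other splits of the samples, every site and sample as a separate observation, and ratios of same-numbered samples were set before the data were examined. The comparison of those ratios with Fig. 3 was chosen afterwards.

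With every site and sample as a separate observation, 5 of 18 comparisons of a gene at a time point had p under 0.05. A candidate explanation is that the sites of one sample move together, so that a sample that is high at 1 site is high at its neighbours. Other splits of the same 6 samples, which mix EPS-stimulated and control cells, gave p under 0.05 in 80 of 162 cases (49.4%). In simulations with no change, the same test gave p under 0.05 in 29, 53, and 37 of 100 for the Nr4a3, Ccnd1, and Ppard regions, against 4 of 100 for unadjusted fry in each. This form did not give the p-values of the authors' deposited table. In the authors' deposited table the p-value for Ccnd1 is listed as below 0.0001 at 60 min and as 0.0036 at 120 min, against 0.751 and 0.225 with sites as observations. For Ppard, the authors' deposited table has 0.2713 at 30 min and 0.0755 at 120 min, against 0.00951 and 0.000129.

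The non-CpG cytosines had listed levels of up to 12.9%, the highest at a Ccnd1 site outside the second amplicon. All 28 that were compared lay within 10% of the line between their CpG neighbours (ratio 0.955 to 1.07). Values averaged over neighbouring sites may explain this. Methylation of the non-CpG cytosines themselves would need to follow their CpG neighbours to the same degree and cannot be examined without reads.

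In the Nr4a3 region, the EPS minus control differences at the 9 sites beyond the bisulfite primers were larger than at the 9 sites between them at 60 min (−0.116 against −0.0280 percentage points) and at 180 min (0.119 against 0.00718). The sizes were close at 0 min (−0.0355 against 0.0351) and 30 min (0.0382 against 0.0321). The signs were opposite at 3 of the 6 time points, 0 min, 120 min (−0.111 against 0.0308), and 240 min (−0.146 against 0.0155). The SD between replicates was also larger beyond the primers, by a factor of 2.13 for single sites on the log2(beta/(1 − beta)) scale, and for the means of the 9 sites the median SD was 0.176 against 0.0286 percentage points, a factor of 6.14. A larger spread and an effect of EPS on these sites cannot be told apart, because all differences were within the spread of 3 samples against 3.

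The ratios of Fig. 3 may be means of the ratios of same-numbered samples. Over 14 ratios read by eye at the ends of the regions, their mean distance to the means of paired ratios was 0.0122, and to the ratios of group means 0.146, with 11 of the 14 closer to the means of paired ratios. A single ratio, −2081 bp of Nr4a3 at 180 min, lay 1.28 from the ratio of group means, and without it the mean distances were 0.0127 and 0.0580. A mean of ratios gives weight to a control sample with a low value. At −2081 bp of Nr4a3 at 180 min, the paired ratios ranged from 0.600 to 5.16.

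Of the 10 splits of the 6 samples of a time point, the real one included, the number with a fry p no larger than that of the real split was 2 for the Nr4a3 region at 60 min, 9 at 120 min, and 5 at 180 min. For the Ccnd1 region the number was 4 at 30 min, 6 at 60 min, 9 at 120 min, and 3 at 240 min, for the second Ccnd1 amplicon at 120 min it was 8, for the Ppard region at 60 min it was 10, and for the first Ppard amplicon it was 2 at 30 min and 1, the real split, at 120 min. With 10 splits, no share under 0.1 can be reached. The count of sites with an adjusted p under 0.05 was 0 at each time point and in the F-test. For it, the splits (10 of 10) and the swaps of the labels within time points (100 of 100, the real labels included) decide nothing. Any regrouping reaches a count of 0. The real labels gave 3 tests with an unadjusted p under 0.05. Among these 100 sets of labels, the real one included, 99 gave at least as many, with a median of 34.5.

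The deposited table lists 65 cytosines that Fig. 3 does not draw. At the 6 Nr4a3 sites from −2067 to −2050 bp, values ranged from 0% to 75%, with a median of 5.14%. At the 23 sites from −260 to −45 bp, 610 of 642 values were listed at 0. At the 36 Ppard sites from −185 to 252 bp, 339 of 487 values were listed at 0 and 809 were missing. EPS-stimulated samples were not separated from the controls at any time point in these blocks where a test could be run.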
